A study of Mus musculus with 25 samples.

How the data were processed

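The series holds 25 libraries from mouse, of which 8 are ChIP libraries, 8 are their input libraries and 9 are RNA libraries. ChIP was done in v6.5 mESCs with antibodies ab3594 against H3K79me2 and ab2621 against H3K79me3, in WT and Dot1L KO cells with 2 replicates each. RNA of mESCs was sequenced after removal of ribosomal RNA with the KAPA RNA HyperPrep kit. RNA of embryos came from pools of 30 to 35 embryos at 56 hours after fertilization, from B6D2F1 females and Cast/EiJ males, and was made into libraries with the SMARTer Stranded Total RNA v3 Pico kit. Embryos were at the 8-cell stage and had received DMSO or SGC0946. The input libraries were not used here. Groups followed the genotype, treatment and mark in the labels, and 0 columns remained without a sample. Choices of thresholds, gene lists, most tests and most alternatives were made before the data were examined. Tests chosen after their results were seen are named under the other observations.

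The deposited mESC table gives estimated counts (expected counts) per Ensembl gene, of which 59.2 to 59.9% were whole numbers per library. Its 35731 genes included 69 without a symbol, which held at most 0.0163% of the counts, and 84.5% matched a gene of the RefSeq annotation of GRCm38.p6. The deposited embryo table gives whole read counts per gene symbol for 24062 genes, of which 99.1% matched. The tables shared 19434 symbols. Aligner, counting tool, annotation, genome build, strandedness of counting and any use of molecular identifiers are not stated, so genes that overlap others on the opposite strand are uncertain. Expected counts were rounded to whole numbers before the fits. Library totals were 26860527 to 33755064 counts in mESCs and 24950199 to 32479590 in embryos. The gene with the most counts was mt-Co1 in mESCs, with 0.822 to 0.905% of counts, and Rn45s in embryos, with 11.9 to 13.8%.

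The deposited peak lists have the columns of the narrowPeak layout, were called per library by the authors, and name neither the caller nor its control. The score of a peak in the deposited lists is 10 times its −log10 q, without decimals. The enrichment (ratio, fold over background) and the −log10 p and −log10 q of a peak are the authors' own values, read from their place in that layout. The smallest −log10 q was 1.30. The build is not stated and was settled from the data. Among shifts of the gene annotation by steps of 5 kb up to 500 kb, the unshifted GRCm38.p6 positions covered the largest share of WT H3K79me2 sequence on 20 of 20 chromosomes. That share was 90.5 to 98.1%, against at most 67.0% at shifts of 50 kb or more. The annotation was used to name genes and to place peaks in them, and it has no strand.

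RNA comparisons were made with edgeR 4.0.16 in R 4.3.3, separately for mESCs (3 WT, 2 KO) and embryos (2 DMSO, 2 inhibitor), with filterByExpr, TMM scaling and the quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Levels are given in CPM, counts scaled by edgeR to a common library total, with the SD of the replicates, and log2 fold changes with the standard error of the fit. A prior count of 2 was used for log CPM. The named genes were, per comparison, the 5 called genes with the largest change in each direction among those with a mean of at least 1 CPM and groups that did not overlap, or the 3 with the lowest p where none passed. Dot1l and called genes of the preset list were always named. Of the genes that the rule chose, 1 is not reported here. Named peaks were, per mark, the 3 highest-scoring WT peaks and up to 5 KO peaks that overlapped the other replicate. The preset list held 7 genes of the methylation complex, 9 of pluripotency, 6 of the 2-cell stage and 10 of lineages.

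Sets of genes were tested with camera of limma 3.58.1 at a correlation between genes of 0.01, beside fry, camera with an estimated correlation, and 10000 random lists matched on expression in 20 bins. The matched lists were drawn with repeats from genes outside the set. Overlap of peaks meant at least 1 bp. Regions found in both WT lists were compared with 100 random placements of regions of the same lengths on the same chromosomes. Shares of peaks have Wilson 95% intervals. Intervals and counts cover counting error only, since reads are not independent molecules. Calculations on peaks used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

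Alternatives for RNA were DESeq2 size factors and upper-quartile scaling in edgeR, DESeq2 1.42.0, limma-voom, no filter, at least 10 counts in every library, a test against a log2 fold change of 0.5, blocking on replicate number and leaving out each library. Leaving out a KO or embryo library leaves 1 in that group, so only log2 fold changes were taken there, without a fit or test. They were differences between the groups in mean log CPM. For peaks, alternatives were the highest-scoring peaks, merging within 1 kb, an overlap of 50%, assembled chromosomes only and single lists. Alternatives chosen after seeing the data were fits on autosomal genes, a fit without Rn45s, and peaks within 2 kb of either gene end. The RNA workflow was tested on simulated data with the mean and spread of each comparison, in which 200 genes changed 2-fold. It called 156 of them (78%) with 17 false calls in mESCs, and 67 (33.5%) with 3 false calls in embryos. Overlap counting was checked on 5000 simulated intervals and found 1871 of 1871 overlaps. Replicate libraries were checked for excess similarity, and none was found. No group held 4 or more samples, so no check for single deviating samples was made, and no comparison had 3 samples in each group, so other splits of the samples were not counted.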

Results

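The data came from mouse embryonic stem cells (mESCs) of the v6.5 line and from mouse 8-cell embryos, in which Dot1L, the enzyme that methylates lysine 79 of histone H3, was removed or inhibited. In mESCs, chromatin immunoprecipitation (ChIP) of di- and trimethylated lysine 79 (H3K79me2 and H3K79me3) was represented by 8 peak lists, from 2 wild-type (WT) and 2 Dot1L knockout (KO) libraries per mark. RNA of mESCs was measured in 3 WT and 2 KO libraries. RNA of 8-cell embryos was measured in 2 pools treated with the solvent DMSO and 2 pools treated with the Dot1L inhibitor SGC0946. The WT mESC libraries held 28355833, 33755064 and 29527585 estimated counts, and the KO libraries held 26860527 and 29849013. The embryo libraries held 27862638 and 27565329 counts with DMSO, and 24950199 and 32479590 with the inhibitor. Read depth of the ChIP libraries was unknown, because the peak lists give no counts. Replicate RNA libraries differed by more than Poisson sampling in each pair, with a chi-square per degree of freedom from 2.43 to 5.58 in mESCs and of 28.5 and 38.6 in embryos. Spearman correlation across genes between replicates was 0.996 to 0.997 in mESCs and 0.968 to 0.970 in embryos, where genes are not independent replicates.

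The peak lists addressed the question of whether called H3K79 methylation depended on Dot1L. H3K79me2 gave 66834 and 64084 peaks in the WT libraries and 16 and 12 in the KO libraries. These peaks covered 72.5 and 67.2 Mb in WT and 4.10 and 3.10 kb in KO. H3K79me3 gave 19800 and 7338 peaks in WT and 178 and 328 in KO, covering 9.27 and 3.61 Mb in WT and 52.8 and 98.9 kb in KO. The mean number of H3K79me2 peaks was 65459 ± 1945 (SD, n = 2) in WT and 14.0 ± 2.83 (SD, n = 2) in KO. For H3K79me3 it was 13569 ± 8812 (SD, n = 2) in WT and 253 ± 106.1 (SD, n = 2) in KO. The WT H3K79me3 mean rested on 1 library, since without WT replicate 1 it was 7338 peaks. The WT list with the fewest peaks held 4005 times as many as the KO list with the most for H3K79me2, and 22.4 times as many for H3K79me3. The WT lists of the same mark differed from each other by 1.04 times and 2.70 times, so both differences between genotypes were larger than the spread between replicates. With 2 libraries per genotype, the smallest 2-sided exact permutation p was 0.333, so no test was run. Among the alternatives, merging peaks within 1 kb moved the WT H3K79me2 mean most, to 24635.5 regions. The plot of peaks per library shows these values.

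**Figure D1:**
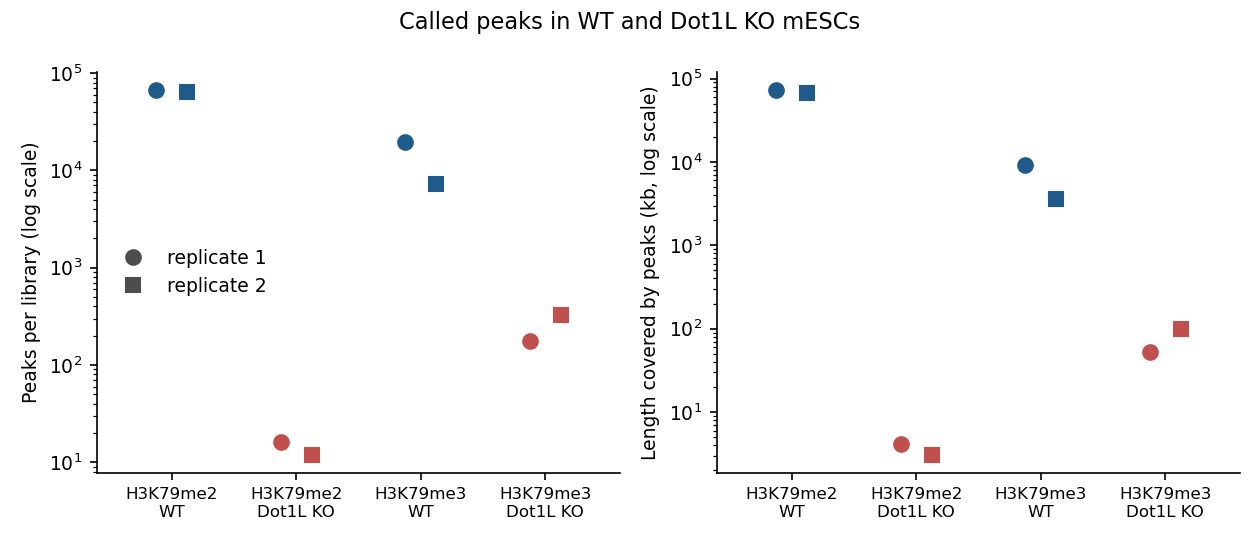
Number of called peaks (left) and length covered by them in kb (right) per ChIP library, on log scales, for 2 WT and 2 Dot1L KO mESC libraries per mark, with 1 point per library and no error bars. The KO lists held 16 and 12 peaks for H3K79me2 and 178 and 328 for H3K79me3, below each WT list of the same mark.

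Sharing of peaks between the WT replicates differed between the marks mainly in the share of replicate 1. Of the H3K79me2 peaks, 69.5% of replicate 1 (Wilson 95% confidence interval 69.1 to 69.8%) overlapped a peak of replicate 2 by at least 1 bp. In the other direction the share was 77.6% (77.3 to 77.9%). Of the H3K79me3 peaks, 27.2% of replicate 1 (26.6 to 27.9%) and 80.3% of replicate 2 (79.4 to 81.2%) overlapped the other list. The H3K79me3 lists held 19800 and 7338 peaks, so the smaller list of replicate 2 limited the share of replicate 1. The largest move was that of the H3K79me2 share of replicate 1, to 88.9% among the highest-scoring peaks. Intervals for shares of peaks here and elsewhere cover counting error only, and neighbouring peaks are not independent.

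The H3K79me2 region with the highest score in WT lay on chromosome 9 from 101092098 to 101100994, over Msl2, with an enrichment of 9.28-fold and a −log10 q of 99.5 in replicate 2, against 8.58-fold and 96.1 in replicate 1. The next were on chromosome 17 from 29032737 to 29039387 over Srsf3 and on chromosome 6 from 117906920 to 117916481 over Hnrnpf, with enrichments of 18.7-fold and 20.6-fold. For H3K79me3, the highest-scoring WT peak lay on chromosome X from 170013590 to 170021042, over Erdr1, with an enrichment of 10.6-fold and a −log10 q of 162 in replicate 1, against 9.46-fold and 85.6 in replicate 2. The next 2 lay on chromosome Y, from 90793019 to 90795703 over Gm33272 and from 90788930 to 90792607 outside annotated genes. The WT peaks over Erdr1 and Gm33272 each contained a KO peak shared by both KO replicates, so called signal there remained without Dot1L. Scores, enrichments and q values of peaks are the authors' own. Positions are on the build that the data placed on GRCm38. Erdr1 lies in the stretch that X and Y share, so the assignment of reads there is uncertain.

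The question of where the 2 marks lay relative to each other was answered with regions found in both WT lists. There were 35907 H3K79me2 regions over 72.4 Mb and 4952 H3K79me3 regions over 4.82 Mb. Of the H3K79me3 regions, 2770 (55.9%, Wilson 95% interval 54.6 to 57.3%) overlapped an H3K79me2 region. Regions of the same lengths placed at random on the same chromosomes did so in 3.76% of cases on average and in at most 4.36% over 100 placements. Using the lists of replicate 1 alone moved the share most, to 40.8%. Protein-coding genes held 95.1% of H3K79me2 regions, against 41.8% at random. H3K79me3 regions with H3K79me2 lay in protein-coding genes in 91.0% of cases. The 2182 H3K79me3 regions without H3K79me2 did so in 38.3% of cases, within the 35.8 to 41.0% of random placements.

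Peaks called in KO were compared with WT peaks to ask whether they marked sites that carry the mark in WT. Of the KO H3K79me3 peaks, 94.9% of replicate 1 (Wilson 95% interval 90.7 to 97.3%) and 89.3% of replicate 2 (85.5 to 92.2%) overlapped a WT H3K79me3 peak. Random placement gave 0.539% and 0.668%. Requiring an overlap with both WT lists moved these shares most, to 70.2% and 56.4%. For H3K79me2, 10 of 16 KO peaks in replicate 1 (62.5%, 38.6 to 81.5%) and 7 of 12 in replicate 2 (58.3%, 32.0 to 80.7%) overlapped a WT H3K79me2 peak. KO H3K79me2 peaks shared by both KO replicates lay on chromosome 12 from 69654062 to 69654271 over Sos2, with an enrichment of 4.13-fold, and on chromosome 11 from 3127036 to 3127663 over Pisd-ps1, with an enrichment of 2.58-fold. The highest-scoring shared KO H3K79me3 peaks lay on chromosome Y from 90737871 to 90740622 outside annotated genes (8.58-fold) and on chromosome X from 170018493 to 170020224 over Erdr1 (7.68-fold). The next were on chromosome 10 from 3109906 to 3110385 (4.93-fold), on chromosome Y from 90793252 to 90794055 over Gm33272 (6.56-fold), and on chromosome 10 from 3112611 to 3112964 (3.6-fold). KO H3K79me3 regions were clustered, and 161 of 439 lay within 100 kb of another.

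The marks were related to transcription in WT mESCs over 18540 tested genes with a position in the annotation. A gene counted as marked when its body overlapped a region of both WT lists by at least 1 bp. H3K79me2 marked 8226 genes (44.4%) and H3K79me3 marked 2082 (11.2%). The median expression of H3K79me2-marked genes was 5.68 log2 CPM, against 1.54 for the others. For H3K79me3 the medians were 6.79 and 3.19. Both medians were above those of each of 10000 random gene lists of the same size, of which the highest were 3.68 and 3.91. This is a comparison across genes, and genes are not independent replicates. With peaks within 2 kb of either gene end instead, an alternative chosen after seeing the data, the medians of marked genes were 5.60 and 6.85. Across 5 groups of genes from lowest to highest WT expression, H3K79me2 marked 3.34, 8.01, 37.7, 78.4 and 94.4% of genes, and H3K79me3 marked 2.32, 4.13, 4.96, 8.98 and 35.8%.

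**Figure D2:**
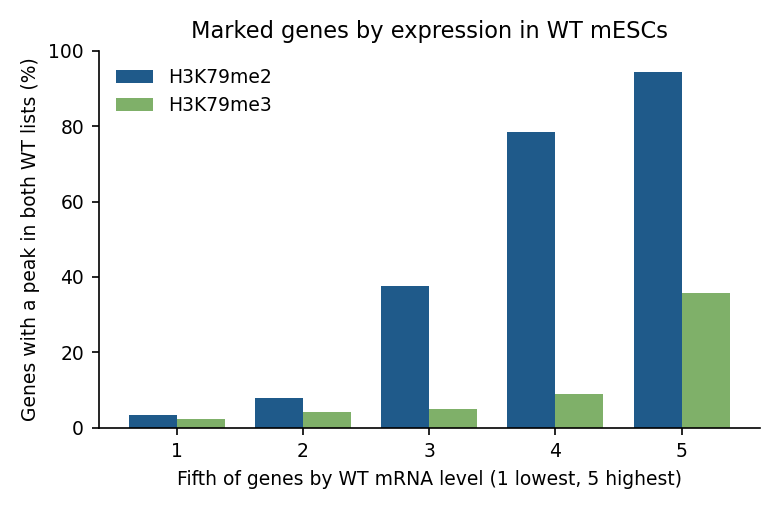
Share of genes (%) with an H3K79me2 or H3K79me3 peak in both WT lists, for 5 groups of genes ordered by mean WT mRNA level in 3 libraries, without error bars. H3K79me2 rose from 3.34 to 94.4% of genes and H3K79me3 from 2.32 to 35.8%.

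The comparison of KO with WT mESC RNA asked which transcripts changed when Dot1L was removed. Dot1l itself (ENSMUSG00000061589, chromosome 10) had 2878, 3151 and 2849 counts in WT and 2319 and 2201 in KO. Its level was 100.1 ± 3.79 CPM (SD, n = 3) in WT and 76.5 ± 7.0 CPM (SD, n = 2) in KO. The log2 fold change was −0.39 (SE 0.06), with an edgeR adjusted p of 1.6e-04 and adjusted p-values from 8.2e-10 to 9.7e-04 over the alternatives. Leaving out KO replicate 1 or 2 moved it most, to −0.48 and −0.30. The deleted part of the gene is not stated in the labels, and counts per gene do not show which exons remained.

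Of 19532 tested genes, 8572 (43.9%) had an adjusted p under 0.05 in edgeR. Of these, 4351 were higher and 4221 lower in KO. At an unadjusted p under 0.05 there were 9889 genes, against 976.6 that chance would give. The median absolute log2 fold change of the called genes was 0.44, and 898 higher and 593 lower genes changed by at least 1 on the log2 scale. The biological coefficient of variation was 0.0467. The clonal origin of the KO libraries is unstated, so the p-values cover the spread between libraries alone. They cannot separate loss of Dot1L from other differences between the KO and WT cells, here or in the later mESC RNA comparisons. The count moved most under a test against a log2 fold change of 0.5, which called 1885 genes. The split by direction moved with the scaling. Upper-quartile scaling called 5503 higher and 3168 lower genes, 63.5% higher, against 50.8% under TMM scaling. It shifted the log2 fold changes by 0.07 at the median. DESeq2 called 6279 genes, of which 2898 were higher and 3381 lower.

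The genes with the largest rise in KO, among called genes with at least 1 CPM on average and no overlap between the groups, were Coil, Gm4782, Muc3, Cubn and Gm13835. Chance would separate the groups of 3 and 2 libraries in 20% of unchanged genes. Coil (ENSMUSG00000033983, chromosome 11) had 25 to 31 counts in WT and 498 and 538 in KO, with a log2 fold change of 4.20 (SE 0.12) and an edgeR adjusted p of 8.5e-11. Its level rose from 0.945 ± 0.0352 CPM (SD, n = 3) to 17.5 ± 0.0023 CPM (SD, n = 2). Log2 fold changes were 3.34 for Gm4782 (ENSMUSG00000107418), 3.29 for Muc3 (ENSMUSG00000037390), 3.16 for Cubn (ENSMUSG00000026726) and 3.12 for Gm13835 (ENSMUSG00000086922). Gm13835 had 59, 14 and 0 counts in WT and passed no threshold in DESeq2, with an adjusted p of 0.280 in a range from 7.1e-18 to 0.280 over the alternatives. Without WT replicate 1, its log2 fold change was 4.96. The counts of Coil, Gm4782 and Gm13835 were not whole numbers in every library, so part of their reads was assigned by estimation.

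The genes with the largest fall were Gm10925, Crisp1, Gm9050, Klhl13 and Gm19200, of which Gm9050, Klhl13 and Gm19200 lie on chromosome X, where 88.4% of tested genes with a mean of at least 1 CPM were lower in KO. Klhl13 (ENSMUSG00000036782) fell from 1076 ± 24.3 CPM (SD, n = 3) to 99.8 ± 0.598 CPM (SD, n = 2), with a log2 fold change of −3.43 (SE 0.04) and an edgeR adjusted p of 3.3e-14. Crisp1 (ENSMUSG00000025431, chromosome 17) had 69 to 75 counts in WT and 4 in each KO library, with a log2 fold change of −4.12. Log2 fold changes were −3.48 for Gm9050 (ENSMUSG00000083763) and −3.27 for Gm19200 (ENSMUSG00000098023). Gm10925 (ENSMUSG00000100862) had a log2 fold change of −7.60 but is uncertain. It had 7017, 173 and 7600 counts in WT and 6 and 47 in KO, and limma-voom gave an adjusted p of 0.452, in a range from 7.9e-20 to 0.452 over the alternatives. Without KO replicate 1, its log2 fold change was −5.48. The counts of Gm10925, Crisp1, Gm9050 and Klhl13 were not whole numbers in every library.

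A list of 32 genes chosen before the data were examined covered the methylation complex, pluripotency, the 2-cell stage and early lineages. In mESCs, 25 of the 32 had an adjusted p under 0.05, 13 higher and 12 lower in KO, and 25 also when adjusted over the list alone. DESeq2 called 22. Nanog fell from 495.7 ± 3.04 CPM (SD, n = 3) to 243.6 ± 17.2 CPM (SD, n = 2), a log2 fold change of −1.02 with an edgeR adjusted p of 2.6e-09. Other pluripotency genes changed less, with log2 fold changes of −0.46 for Zfp42, −0.36 for Klf2, −0.35 for Dppa3, −0.21 for Pou5f1 and 0.46 for Tfcp2l1. Esrrb, Sox2 and Klf4 were not called. Genes of the 2-cell stage rose, with log2 fold changes of 1.57 for Zscan4f, 1.47 for Zscan4c, 1.38 for Zscan4d and 1.16 for Duxf3. They belong to families of near-identical copies that share reads, so values of single members are uncertain, and Tcstv3 and Zfp352 of the same class were not called. Lineage genes went both ways, with log2 fold changes of 2.50 for Gata6, 1.63 for Sox17, 1.14 for Cdx2, 0.99 for T, 0.87 for Pdgfra, 0.82 for Eomes, 0.38 for Tead4, −0.66 for Fgf5 and −1.11 for Gata3. Without KO replicate 1 the value of Fgf5 was −0.37, and without KO replicate 2 that of Cdx2 was 0.69. Gata4 was not called. In the methylation complex, log2 fold changes were −0.49 for Aff4, −0.31 for Mllt10, −0.20 for Aff1, −0.13 for Mllt6 and 0.34 for Mllt3, and Mllt1 was not called. Mllt6 lost its call under upper-quartile scaling and in each of the 3 fits without 1 WT library, with adjusted p-values from 0.0132 to 0.264. Fgf5, Cdx2 and Duxf3 lost theirs in DESeq2 and in at least 1 fit without 1 WT library, with ranges from 0.00368 to 0.0849, from 0.0116 to 0.159 and from 0.0174 to 0.166.

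**Figure D3:**
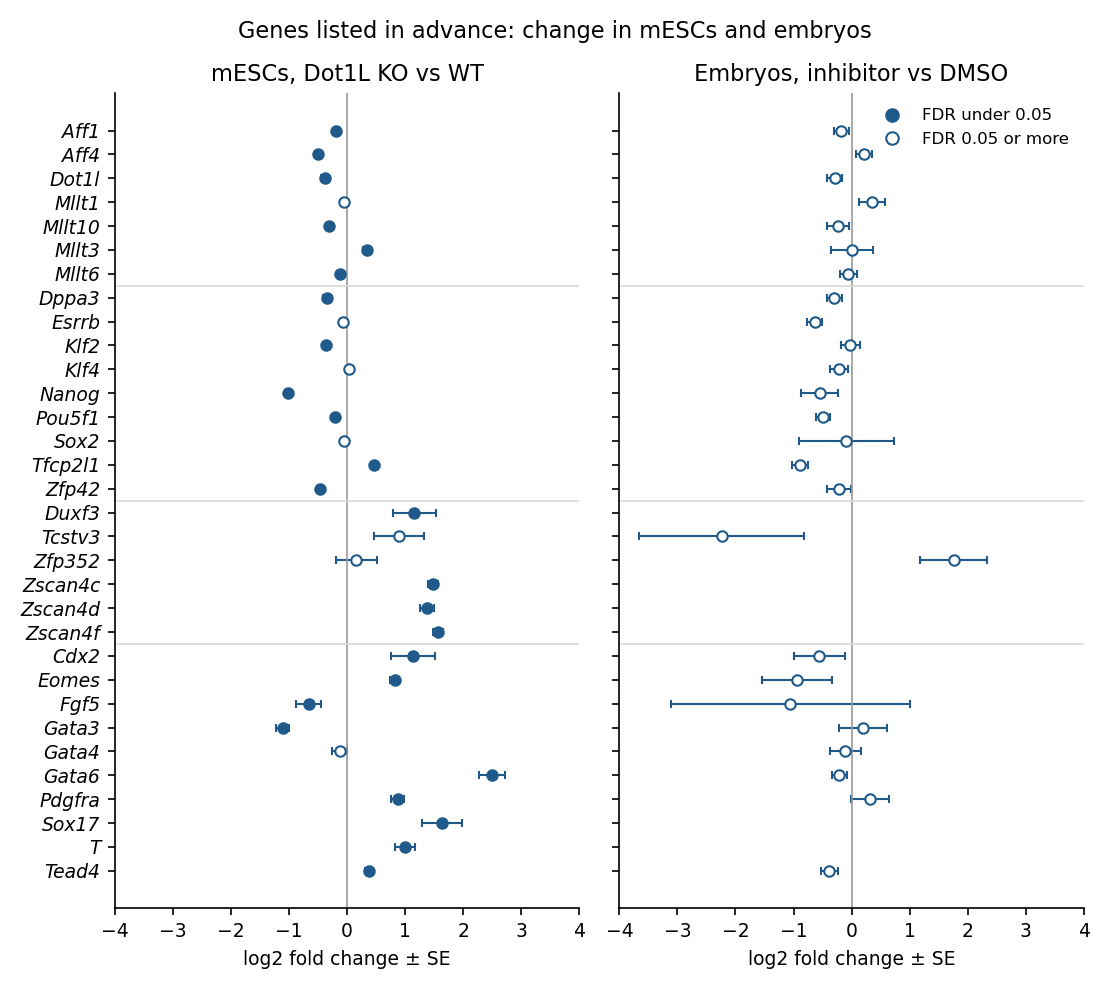
Log2 fold change of the 32 genes listed in advance, with the standard error of the edgeR fit, in mESCs (KO against WT, 2 and 3 libraries) and in 8-cell embryos (inhibitor against DMSO, 2 pools each, 26 genes tested); filled points have an adjusted p under 0.05 over all genes. In mESCs 25 genes are filled, and in embryos 0 are.

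Genes that carried the marks in WT were compared with other genes to ask whether they responded to the loss of the enzyme. The median log2 fold change of the 8226 H3K79me2-marked genes was −0.05, against 0.11 for the other genes, and limma's camera gave a p of 2.4e-06 for a fall. For the 2082 H3K79me3-marked genes the medians were −0.09 and 0.02, with a camera p of 1.3e-04. Both calls held under fry, with p-values of 0.00207 and 0.00627, and neither held with an estimated correlation between genes, with p-values of 0.0541 and 0.276. The H3K79me3 call was also lost with the list of WT replicate 1 alone, with a camera p of 0.0778. Expression in WT was related to the change, since the median log2 fold change fell from 0.22 in the lowest to −0.10 in the highest of the 5 expression groups. Against random lists matched on WT expression, the direction of H3K79me2-marked genes reversed, since matched lists had a median of −0.08 (2-sided permutation p = 2e-04, the smallest the lists can give). The lists drew unmarked genes with repeats, and 94.4% of the highest expression group was marked. Few unmarked genes were therefore reused many times, and the permutation p does not cover the uncertainty of this reversal. On autosomes alone, marked genes and matched lists both had a median of −0.05 (permutation p = 0.635). H3K79me3-marked genes were below matched lists, also on autosomes (−0.08 against −0.05, permutation p = 2e-04).

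Treatment of embryos with SGC0946 asked which transcripts respond to inhibition of Dot1L during cleavage. Of 14351 tested genes, 0 had an adjusted p under 0.05 in edgeR, and 1169 had an unadjusted p under 0.05, against 717.6 that chance would give. The smallest adjusted p was 0.203 and the biological coefficient of variation was 0.442. Among the alternative tools and filters, DESeq2 moved the count most and called 123 genes, 36 higher and 87 lower. Genes with the lowest p-values, which did not pass, included Pmaip1 and Fnip2 among higher genes and Tfcp2l1, Calcoco2 and Socs3 among lower genes. Pmaip1 went from 5.62 ± 0.541 to 21.6 ± 3.46 CPM (SD, n = 2 each), a log2 fold change of 1.94 (SE 0.35). Fnip2 had a log2 fold change of 1.28. Tfcp2l1 went from 389.7 ± 43.3 to 210.8 ± 28.0 CPM (SD, n = 2 each), a log2 fold change of −0.89 (SE 0.14). Calcoco2 had −0.62 and Socs3 had −1.14, the latter ranging from −1.56 to −0.80 when 1 library was left out. The groups of these 5 genes did not overlap, which chance gives in 33.3% of genes with 2 against 2 libraries. Dot1l had a log2 fold change of −0.29 (SE 0.13) with an edgeR adjusted p of 0.582.

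Of the 32 genes listed in advance, 26 were tested in embryos and 0 passed over all genes, with 7 at an unadjusted p under 0.05. Adjusted over the list alone, 3 passed, all lower with the inhibitor. They were Tfcp2l1 (adjusted p 5.6e-04), Esrrb (log2 fold change −0.64, adjusted p 0.0038) and Pou5f1 (log2 fold change −0.49, adjusted p 0.00975), each lower in both treated pools than in both control pools. DESeq2 also called 3 over all genes.

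Whether the inhibitor moved the genes that the knockout moved was asked over 12374 genes tested in both systems. The 3252 genes higher in KO mESCs had a median log2 fold change of 0.03 in embryos, against 0.00 for the others (camera p of 0.497). The 3103 genes lower in KO mESCs had a median of −0.02, against 0.02 for the others (camera p of 0.326). Neither set passed under fry (p = 0.138 and 0.856) or with an estimated correlation (p = 0.216 and 0.338). Against random lists matched on expression, both directions reversed, with permutation p-values of 0.479 and 0.639. Of 6355 genes called in mESCs, 52.4% changed in the same direction in embryos. The correlation of log2 fold changes across genes, which are not independent replicates, was 0.0394 (Pearson) and 0.0468 (Spearman).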

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

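None of the tests in this part was chosen after its own result was seen.

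Among the 26 preset genes tested in both systems, 4 moved one way in every KO mESC library and the other way in every inhibitor-treated pool, against their controls. The difference between the systems was not tested itself. The log2 fold changes in mESCs and embryos were 2.50 and −0.21 for Gata6, 0.46 and −0.89 for Tfcp2l1, 0.38 and −0.38 for Tead4, and −0.49 and 0.22 for Aff4. In embryos the smallest adjusted p over all genes was 0.203, so none of the 4 passed there in edgeR over all genes. Tfcp2l1 passed when adjusted over the list alone (5.6e-04). Over all genes it passed in DESeq2, in limma-voom, without a filter, with at least 10 counts in every library and with the replicate block. Its adjusted p-values ranged from 1.3e-06 to 0.196 over the alternatives. A cause in the scaling of the libraries was not settled. Under DESeq2 size factors or upper-quartile scaling 0 of the 4 genes changed direction in either system, but these shifted log2 fold changes by at most 0.07, too little to turn any of them. The chance order of 4 embryo libraries remained open. Of the 22 preset genes whose mESC groups did not overlap (20% by chance), 4 were opposite and 9 went the same way in embryos, and chance order alone would give 3.67 opposite (33.3% separated, in either direction). With 4 opposite genes, their number may be no more than chance order gives, which does not speak to the change of Tfcp2l1 alone. Knockout against inhibitor, cell type, strain and library kit differ together between the systems and were not tested.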

How the results depend on the processing

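The fits on autosomal genes, the fit without Rn45s and peaks near either gene end were chosen after the data were seen. Selection of peaks near the transcription start was not run, since the annotation has no strand.

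The mESC count of called genes stayed within 1.5 times the reported 8572 under all settings except the test against a log2 fold change of 0.5, which called 1885 genes (1024 higher, 861 lower), fewer by its construction. It ranged from 6279 in DESeq2 to 8945 without a filter, and from 7179 to 7491 in the 3 fits without 1 WT library. DESeq2 called 2898 higher genes against 4351 reported, and the cause was not tested. The log2 fold change of Dot1l ranged from −0.48 to −0.30 across the 5 settings that each left out 1 library, the ends being without KO replicate 1 and without KO replicate 2.

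In embryos, the test against a log2 fold change of 0.5 is stricter than the main test, so its count of 0 was fixed by its construction. The embryo count of 0 was kept under DESeq2 size factors, upper-quartile scaling and without Rn45s, beside 1169 genes at an unadjusted p under 0.05 in the main fit. It rose to 123 (36 higher, 87 lower) in DESeq2, 55 (11 and 44) in limma-voom, 111 (49 and 62) without a filter and 23 (8 and 15) with at least 10 counts in every library, and the cause was not tested. With the replicate block it was 171 (66 and 105), and the mESC count was 8160. Numbers shared between groups gave no sign of pairs, since deviations of libraries with the same number correlated at −0.0783 in mESCs and 0.0686 in embryos across genes. The embryo result thus depends on the tool and the filter. In the preset list, 3 embryo genes passed when adjusted over the list alone and 3 in DESeq2.

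Of the 34 named mESC genes other than Dot1l, 6 lost their call under another setting (Mllt6, Gm13835, Fgf5, Cdx2, Duxf3 and Gm10925) and none reversed. Leaving out 1 WT library removed the call of 4 (Mllt6, Fgf5, Cdx2 and Duxf3), and 17 moved by more than the standard error of the main fit when 1 KO library was left out. Part of these moves can come from the change of measure, since values without a KO library were differences of mean log CPM. For Crisp1, −4.12 became −3.66 without KO replicate 1 and −3.57 without KO replicate 2. In embryos, Pmaip1, Fnip2, Tfcp2l1, Calcoco2 and Socs3 passed under at least 1 other setting, none of them or Dot1l reversed, and Socs3 moved when 1 library was left out.

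The fall of marked genes lost its call with an estimated correlation (p = 0.0541 for H3K79me2 and 0.276 for H3K79me3), and for H3K79me3 with the list of WT replicate 1 alone (p = 0.0778). Against lists matched on WT expression, H3K79me2-marked genes reversed (permutation p = 2e-04), and on autosomes the reversal came to p = 0.635. At high expression these lists reused few unmarked genes, so the permutation p-values do not cover the uncertainty of the reversal. Both mESC sets in embryos reversed against matched lists (permutation p-values of 0.479 and 0.639), on the same side of the threshold. The cause was not tested beyond expression and the X chromosome.

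With the highest-scoring 50% of peaks, the mean was 32277 peaks and 55.3 Mb in WT H3K79me2, 8 peaks and 2.27 kb in KO H3K79me2, and 120.5 peaks and 42.7 kb in KO H3K79me3, fewer by construction. Merging within 1 kb gave 24635.5 regions and 84.8 Mb in WT H3K79me2. Sharing between WT replicates was 57.2 and 67.2% for H3K79me2 and 17.7 and 71.1% for H3K79me3 with an overlap of 50%, and 88.9, 93.6, 41.0 and 89.2% among the highest-scoring peaks. H3K79me3 overlapped H3K79me2 in 40.8% with the lists of replicate 1 and in 67.2% among the highest-scoring peaks. KO H3K79me3 peaks overlapped both WT lists in 70.2 and 56.4%, and the replicate 2 share was 85.4% with an overlap of 50%. The WT mean exceeded the KO mean of the same mark in peaks and in sequence under these settings. The comparison of marked genes with random lists of genes gave the highest possible percentile in each run, so it does not show how far the alternatives moved it. The unknown read depth of the ChIP libraries limits the peak counts, since a shallower library gives fewer peaks.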

Other observations

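The tests of Y genes, of X genes without a peak, of differences between the KO and WT cells other than Dot1L, of an embryo fall as large as in mESCs, of the expression level of genes with H3K79me3 alone, of residual methylation in proportion to the WT signal and of signal that does not depend on Dot1L were chosen only after their results were seen.

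X-linked genes fell in KO mESCs, as measured over tested genes with a mean of at least 1 CPM. The median log2 fold change of 596 X genes was −0.65, against 0.01 for 15261 autosomal genes, and single autosomes had medians from −0.06 to 0.04. Of the X genes, 88.4% were lower in KO and 71.0% were called lower, against 49.2% and 22.6% of autosomal genes. The difference between the X and autosomal medians against the WT mean was −0.01, 0.01 and −0.00 in the WT libraries and −0.65 and −0.64 in the KO libraries. Camera gave p = 1.3e-31 for X genes, fry gave 2.4e-06 and an estimated correlation gave 0.00169.

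Several technical explanations of this fall were argued against. The expression level of X genes was one, since the lowest median of 10000 autosomal lists matched on expression was −0.05, far from −0.65. Reads shared between paralogs were another, since 195 X genes with whole counts in every library had a median of −0.67. Loss of X copies in part or all of the KO cells, as the whole cause, would lower X genes alike, but their median absolute deviation was 0.47, wider than the highest of 2000 matched lists (0.37). XX cells in the WT cultures would have raised Y genes in KO, provided the KO cells kept their Y copies. Instead, 10 Y genes had a median of −0.84, with 8 called lower and 0 higher. Y genes thus fell together with X genes. The Y content of the KO cells was not measured, so this test cannot decide on XX cells. A difference between the KO and WT cells other than Dot1L cannot be told apart from the knockout, since both KO libraries, of unstated clonal origin, showed the fall (−0.64 in the one nearer to WT).

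Loss of H3K79me2 from X genes themselves is a candidate explanation for part of the fall. The 254 X genes with a WT H3K79me2 peak had a median of −0.83 and the 342 without had −0.41. On autosomes the medians were −0.05 and 0.12, so the difference on X exceeded that on autosomes by −0.25 (permutation p = 1e-04, the smallest the permutations can give). For X genes without a peak the median of −0.41 argued against this explanation. In embryos, X genes did not fall with the inhibitor. Their median was 0.08 against 0.01, with a camera p of 0.164 for a rise and 0.570 with an estimated correlation, while lists matched on expression gave a permutation p of 0.0128. The differences in treated pools were 0.15 and −0.012, which argued against a fall as large as in mESCs. A smaller fall stays open, since 2 pools per group and the unknown sex ratio of the pools limit the test.

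Genes with H3K79me3 but no H3K79me2 rose in KO mESCs. The median log2 fold change of these 323 genes was 0.25, with 121 called higher and 42 called lower, against 0.11 for 9991 genes with neither mark. The median was −0.04 for 6467 genes with H3K79me2 alone and −0.11 for 1759 genes with both. Expression level was argued against as the cause of the rise, since lists matched on WT expression had medians from −0.03 to 0.19, below 0.25 (permutation p = 2e-04, the smallest the lists can give). The length of the genes was argued against as well. Their median length was 65.3 kb against 18.5 kb, but the highest median of lists matched on length was 0.12. Expression and length were matched separately, so the combination of both as a cause stays open. The 60 of these genes with a KO peak had a median of 0.24 and the others 0.25, so the rise was as large where a KO peak was called. No biological explanation of the rise was tested.

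H3K79me3 peaks remained in the KO lists. Of the 100 highest-scoring shared WT H3K79me3 peaks, 27 overlapped a KO peak, against 4.56% of all shared regions, which left methylation remaining in the KO cultures open. Residual methylation in proportion to the WT signal was argued against. Among the 500 shared regions with the highest WT score, 8 of 401 with H3K79me2 (2.0%) and 70 of 99 without it (70.7%) overlapped a KO peak (Fisher's exact p = 2.7e-52), and regions without it of matched score did so in 76.8% of cases. WT cells left in the KO cultures were argued against by H3K79me2, for which 0 of the 100 highest-scoring shared WT peaks overlapped a KO peak. Signal at a small number of multicopy or poorly mapped stretches is in line with the clustering of KO regions. Of 439, 161 lay within 100 kb of another, against a mean of 19.5 and at most 36 in 100 random placements, and the fullest windows were on chromosome Y at 90 Mb (32 regions) and chromosome 8 at 123 Mb (17 regions). Signal of the H3K79me3 libraries that does not depend on Dot1L may add to it. Among WT H3K79me3 regions without H3K79me2, 210 of 2182 (9.62%) overlapped a KO peak, against 16 of 2770 (0.578%) with H3K79me2 (Fisher's exact p = 1.2e-57, with neighbouring regions not independent). Cross-reaction of the antibody and mapping were not tested apart.

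The embryo comparison gave 0 called genes, with 1169 at an unadjusted p under 0.05. A difference too small for the replicate spread is a candidate explanation, since 33.5% of simulated 2-fold changes were called at that spread. The same simulation called 67 of 200 such genes, so the number of libraries did not prevent calls of changes of that number and size. It cannot tell for fewer or smaller changes. The 0 also belongs to the main edgeR setting, since DESeq2 called 123 genes in the same libraries. Whether the inhibitor removed H3K79 methylation in the embryos was not measured in the libraries used here.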
